A study of Mus musculus with 12 samples. Its data were reported in "Convergence of oncogenic cooperation at single-cell and single-gene levels drives leukemic transformation" (2021).

How the data were processed

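Gene expression was measured by single-cell RNA sequencing (10x Genomics 3' chemistry) of c-Kit-positive bone marrow cells, a fraction that holds hematopoietic stem and progenitor cells (HSPCs). All mice were injected with pIpC, a synthetic double-stranded RNA that switches on the recombinase Mx1-Cre. Mice with Mx1-Cre carried a deletable Ezh2 allele pair (E2-KO), an inducible activating NRas allele (G12D), or both (G12D/E2-KO), and the WT mice were negative for Mx1-Cre. The recombinase itself therefore differs between WT and every mutant. Ezh2 encodes a histone methyltransferase of the Polycomb repressive complex, and Nras encodes a small GTPase of the RAS pathway. Each genotype was sampled at 3 time points after pIpC, written T1 (2 weeks), T2 (2 months) and T3 (4 months), with 1 library per genotype and time point. This gives 12 libraries and 3 libraries per genotype.

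The deposited values are counts: the authors aligned the reads of each sample separately to the mouse mm10 genome with Cell Ranger and deposited the UMI count of each gene in each cell. A UMI (unique molecular identifier) marks 1 captured RNA molecule, so copies made by PCR are counted once. Before deposit the authors removed cells with more than 10.0% of UMIs from mitochondrial genes and cells that Scrublet scored as doublets. The highest mitochondrial share left in any cell is 9.998%, and the lowest UMI number of a cell is 1438. No further doublet caller was run, and no further cell filter was applied. All values are whole numbers over 27998 gene names, of which 121 carry a suffix because a symbol occurs more than once. CPM below means the UMIs of a gene divided by all UMIs, in M (10 to the power of 6), of the same library or of the same library and cell class.

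Cells of the 12 tables were first compared with each other. For every pair of libraries the 300.0 most abundant genes were left out and the next 8000.0 genes were compared, and cells with a similarity (cosine) above 0.9 were taken as the same cell. This identified cells held by both the G12D T1 and the G12D/E2-KO T1 tables, which were kept only in G12D/E2-KO T1. The tables as deposited were run as an alternative.

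Cell classes were rebuilt, because no annotation of single cells was analysed here. WT cells were scaled to 10000.0 UMIs per cell and log-transformed, and 1999 of 2000 highly variable genes were used after leaving out a sex-linked gene. With 50 principal components, 15 neighbours and Leiden clustering at resolution 2 there were 28 WT clusters (scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). A cluster was named "X-like" from marker lists fixed before the data were examined. It needed at least 3 markers raised 1.5-fold over the other cells, the highest mean over the 8 most raised markers of any list (pseudocount of 5 CPM), and a margin of 0.25 over lists of other lineages. These scoring limits were set after the clusters were seen. A cluster also stayed unnamed if its 10 leading genes held more markers of another class, or if the median UMI number of its cells fell under 0.333 of that of their libraries with no marker of the name among those genes. In all, 27 WT clusters received a name and were merged into 13 classes, and 1 stayed unnamed because its scores for the HSC/MPP and promonocyte lists were close. The classes are hematopoietic stem cells and multipotent progenitors (HSC/MPP, led by Hlf, Flt3 and Adgrl4), granulocyte-macrophage progenitors with early granulocytes (GMP/early GN, led by Mpo, Elane and Ctsg), late granulocytes (late GN, led by Ngp, Camp and Retnlg), promonocytes (ProMo, led by F13a1 and Ms4a6c), megakaryocyte-erythroid progenitors (MEP, led by Apoe and Gata2), megakaryocytic cells (Meg, led by Pf4 and Ppbp), early erythroid cells (EryP/early Ery, led by Car1 and Mt2), late erythroid cells (late Ery, led by Slc4a1 and Hba-a1), B lymphoid, T/NK lymphoid, dendritic (DC), basophil and mast cells (baso/mast), and macrophages. Every mutant cell took the class of its nearest WT cell in the WT principal component space, which follows the study's method.

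Counts were then summed per library over all cells, and per library and class for the 8 classes with at least 20 cells in every library. These sums were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with TMM factors, filterByExpr, glmQLFit with robust estimation and glmQLFTest, with genotype and time point as factors, over all 12 libraries. The fit leaves 6 residual degrees of freedom, and it takes the 3 time points as the replicates of a genotype. The contrasts were each mutant against WT and the interaction, which is the G12D/E2-KO change from WT minus the sum of the changes of both single mutants. P-values were two-sided and adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05. Over all cells 12848 genes were tested, TMM factors ran from 0.938 to 1.15, and the biological coefficient of variation was 0.190. Libraries held 12.6 to 23.6 M UMIs, so a gene at 10 CPM rests on more than 100 UMIs per library. Cells were never used as replicates, and no gene was tested at a single time point.

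Numbers of cells per class were tested with edgeR with total cells as the offset, for the E2 effect (mean of E2-KO minus WT and G12D/E2-KO minus G12D), the G12D effect (mean of G12D minus WT and G12D/E2-KO minus E2-KO) and the interaction. Beside it, lineage ratios and shares of cells that contained UMIs of a gene pair were compared by exact two-sided sign-flip tests over the 6 pairs of libraries matched on time point and on the other mutation. The smallest p this test allows is 0.03125, and over the 3 time points of an interaction it is 0.25. For ratios, 0.5 was added to each number of cells. For co-detection every cell was thinned to 2000 UMIs and shallower cells were left out. Interaction scores followed the study's definition on log2(CPM + 1) at each time point, for genes with a mean of at least 10 CPM. A gene was counted when its score was larger than 1 in size and outside the 5th to 95th percentile of scores from shuffled pairs. The limit on size was added here and is not part of the study's rule. The same counts were made in 20 data sets simulated with no interaction. Gene sets were 4 lists of platelet, B cell, interferon response, and haem and globin genes fixed beforehand, tested with camera (preset correlation 0.01), with an estimated correlation and with fry in limma.

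The steps were tested on simulated counts with known changes. Over all cells, 97.0% of 200 changed genes were recovered for E2-KO and for G12D, 98.5% of 600 for G12D/E2-KO and 92.0% of 200 for the interaction, with 3.66% to 5.37% of the calls false. Within HSC/MPP-like cells the recovered shares were 90.5%, 92.5%, 96.2% and 73.5%, with 3.29% to 6.57% of the calls false. Over the 8 classes the highest share of false calls was 9.13%, for G12D in GMP/early GN-like cells. With nothing changed, 2 false calls were made for E2-KO and 0 for each of the other contrasts, among 12680 genes. Between WT classes 94.0% were recovered. For the interaction scores 90.5% were recovered, with 0 false calls. Data simulated with spread between libraries and no interaction had 77.45 to 82.05 genes past the score rule on average per time point. The 90.5% therefore does not describe scores under that spread. All these shares hold for the sizes and expression levels of the changes that were simulated. They do not give the recovery of smaller changes or of genes with fewer counts.

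Genes named in the report were fixed by a rule before the data were examined. They are 15 genes that the study named, and, for each contrast over all cells and for G12D/E2-KO against WT in HSC/MPP-like cells, up to 5 higher and 5 lower genes with the largest change among those past the threshold with an average log2 CPM of at least 4 and the same sign at all 3 time points. Members of the fixed lists and 6 sex-linked genes were added. Any other gene is said to have been chosen after its values were seen. Not every gene that met the rule or a later search is reported here, and counts of genes include those that are not. Designs, tests, markers, lists and most alternatives were also chosen before the data were examined. Positions come from the GENCODE vM21 annotation of mm10 (GRCm38), in which 73 of 75 named genes were found. The alternatives were other scaling factors, DESeq2 1.42.0, no filter on low counts, no block for the time point, only the libraries compared, each library left out in turn, equal cells and UMIs, sex-linked genes left out or Xist as a covariate, haemoglobin and late granulocyte genes left out, other class labels, other thinning depths and cell subsets, other pseudocounts and expression limits, and limma for the shares. In all, 5 alternatives were added after the data were seen: the cells as deposited, WT cells mapped onto the other WT libraries, one UMI minimum for all libraries, each WT library left out between classes, and co-detection without pairing. Pseudotime, visual embeddings and comparisons with human samples were not run.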

Results

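Transcriptomes of single c-Kit-positive bone marrow cells were collected at T1, T2 and T3 after pIpC from WT mice, from both single mutants (E2-KO and G12D) and from the double mutant (G12D/E2-KO), with 1 library per genotype and time point. The question behind the design is how activated NRas and loss of Ezh2, alone and together, change the cell types of the marrow and their gene expression while leukemia develops. The 12 libraries held 35597 cells as deposited and 32701 after cells found in 2 tables were counted once. The WT libraries held 2350, 2844 and 2389 cells at T1, T2 and T3, with 16.8, 23.6 and 19.5 M UMIs. The E2-KO libraries held 2445, 2944 and 2586 cells with 19.0, 21.6 and 12.6 M UMIs. The G12D libraries held 2752, 2412 and 2551 cells with 19.7, 17.6 and 16.8 M UMIs. The G12D/E2-KO libraries held 3044, 3767 and 2617 cells with 22.3, 18.6 and 15.4 M UMIs. The median UMI number per cell ran from 3780.5 in E2-KO T3 to 6975.5 in WT T2. With 3 libraries per genotype, each from another time point, values below are means with SD over n = 3 libraries unless stated otherwise. Where 4 values follow each other, they stand for WT, then E2-KO, then G12D, then G12D/E2-KO.

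A large part of the G12D T1 table was also found in the G12D/E2-KO T1 table. Of its 5648 cells, 2896 (51.3%) matched a cell of G12D/E2-KO T1 with a similarity of 0.9102 or more, and the matched cells stood in the same order in both tables. They made up 95.1% of the 3044 cells of G12D/E2-KO T1. In 1494 of them the counts were equal in every gene. In the other 65 pairs of libraries 0 cells matched, and the highest similarity was 0.8561. Ezh2 stood at 20.9 CPM in the matched cells of the G12D T1 table, at 20.7 CPM in G12D/E2-KO T1 and at 86.3 CPM in the remaining 2752 cells of G12D T1. The matched cells were therefore counted in G12D/E2-KO T1 and left out of G12D T1.

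The first comparison checked the genotype labels at the targeted genes. Ezh2 (ENSMUSG00000029687; mm10 chromosome 6, 47530139 to 47595341, minus strand) had a mean of 113 ± 17.1 CPM in WT, 30.1 ± 3.90 CPM in E2-KO, 90.3 ± 11.1 CPM in G12D and 22.8 ± 2.31 CPM in G12D/E2-KO. Against WT it differed in E2-KO by a log2 change of -1.92 (SE 0.17, edgeR adjusted p 0.000357) and in G12D/E2-KO by -2.36 (SE 0.17, adjusted p 0.000115), lower at 3 of 3 time points in each. Both calls held when any of the 12 libraries was left out. In G12D the change was -0.29 (adjusted p 0.493). Nras (ENSMUSG00000027852; chromosome 3, 103058285 to 103067914, plus strand) had means of 69.8 ± 6.80, 60.5 ± 7.61, 71.3 ± 7.87 and 68.2 ± 8.67 CPM. Its log2 changes were -0.22, 0.07 and -0.09 in the 3 mutants (adjusted p 0.404, 0.857 and 0.672). UMI counts of 3' reads do not show the base change of the allele itself.

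**Figure D1:**
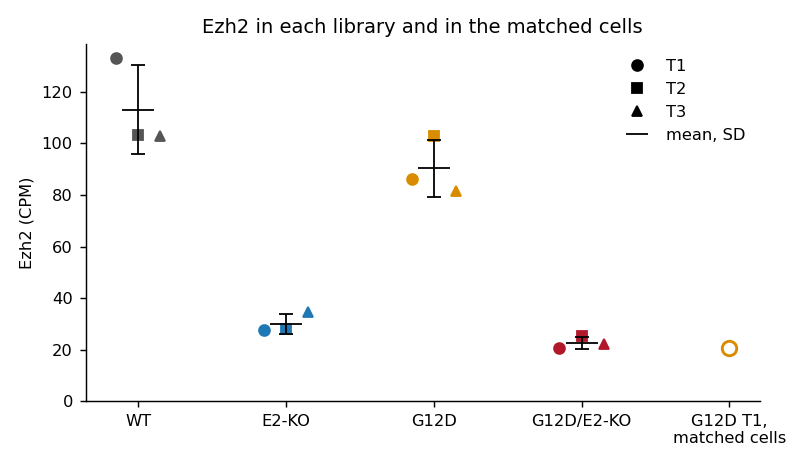
Ezh2 level (CPM) in each of the 12 libraries, by genotype, with points for libraries and bars for the mean of 3 libraries. The libraries of E2-KO and G12D/E2-KO lie between 20.7 and 34.6 CPM, and those of WT and G12D between 81.7 and 133 CPM.

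The sex-linked genes gave the sex of the animals behind each library. Xist (chromosome X, 103460366 to 103483254, minus strand) stood at 1296 CPM in WT T3, 1347 CPM in E2-KO T3 and 1357 CPM in G12D T3, and at no more than 0.608 CPM in the other 9 libraries. The G12D/E2-KO T3 library had 0.130 CPM of Xist and 59.5 CPM of Ddx3y, against 0.615 CPM of Ddx3y in WT T3. At T3 the double mutant library was therefore of the other sex than the 3 libraries it is compared with.

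The share of each cell class was compared next, since the study asked whether the mutations change the make-up of the HSPC pool. WT cells gave 28 clusters, of which 27 were named, and 97.1% of WT cells received the same class when they were mapped onto the other WT libraries. The unnamed share was 3.09 ± 0.216% in WT, 3.27 ± 0.351% in E2-KO, 4.23 ± 1.33% in G12D and 4.54 ± 1.49% in G12D/E2-KO. Late GN-like cells made up 33.5 ± 4.13% of the cells in WT, 15.2 ± 1.82% in E2-KO, 37.3 ± 1.39% in G12D and 27.8 ± 12.4% in G12D/E2-KO. The E2 effect on their share was a log2 change of -0.80 (SE 0.25, edgeR p 0.00894, adjusted p 0.0872), and the share was higher with Ezh2 deleted in 1 of 6 pairs of libraries (exact sign-flip p 0.0625). Mmp8, among the genes that define this class, was itself lower in E2-KO within the class, which limits this share. The G12D effect was largest in edgeR for B lymphoid-like cells (log2 -2.23, SE 0.69, adjusted p 0.0872), DC-like cells (log2 1.80, SE 0.50, adjusted p 0.0872) and EryP/early Ery-like cells (log2 -0.96, SE 0.27, adjusted p 0.0872), among the 13 classes. EryP/early Ery-like cells had shares of 18.5 ± 2.75%, 18.8 ± 1.96%, 10.3 ± 5.37% and 9.74 ± 2.90%. ProMo-like cells were higher with G12D in 6 of 6 pairs, by 3.24 points on average (exact sign-flip p 0.03125, edgeR adjusted p 0.119), with means of 5.56 ± 0.266%, 5.39 ± 0.858%, 10.7 ± 3.15% and 6.71 ± 0.549%. In edgeR 0 of the 39 tests passed the threshold. At an unadjusted p under 0.05 there were 2 classes for the E2 effect, 5 for the G12D effect and 0 for the interaction, and limma gave 2, 5 and 1, with 0 past the threshold. The alternative that moved these tests most was the clustering of all 12 libraries together, under which 2 classes passed for the E2 effect and 5 for the G12D effect. Without G12D T2, 2 classes passed for the G12D effect, EryP/early Ery-like and ProMo-like (both adjusted p 0.0447).

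The study reported a larger HSC/MPP share with Ezh2 loss and a larger MEP share in the double mutant. HSC/MPP-like cells made up 6.45 ± 0.842% in WT, 5.82 ± 0.836% in E2-KO, 6.29 ± 1.74% in G12D and 8.31 ± 1.64% in G12D/E2-KO. The E2 effect on this share was a log2 change of 0.13 (SE 0.22, edgeR p 0.563, adjusted p 0.683), with 3 of 6 pairs higher. MEP-like cells made up 3.14 ± 0.342%, 3.38 ± 0.516%, 2.54 ± 0.575% and 4.22 ± 1.73%, and 2.27%, 4.81% and 5.58% in G12D/E2-KO at T1, T2 and T3. The interaction for MEP-like cells was 0.63 (SE 0.50, adjusted p 0.386), and it ran from 0.28 to 0.90 with 1 library left out. Meg-like cells made up 1.61%, 3.03% and 9.29% of G12D/E2-KO at T1, T2 and T3, and the interaction was 1.62 (SE 0.78, p 0.0617, adjusted p 0.291). With 1 library left out the interaction for Meg-like cells ran from 0.87 (without G12D/E2-KO T3) to 2.13. With 1 library per time point the trend over time was not tested.

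**Figure D2:**
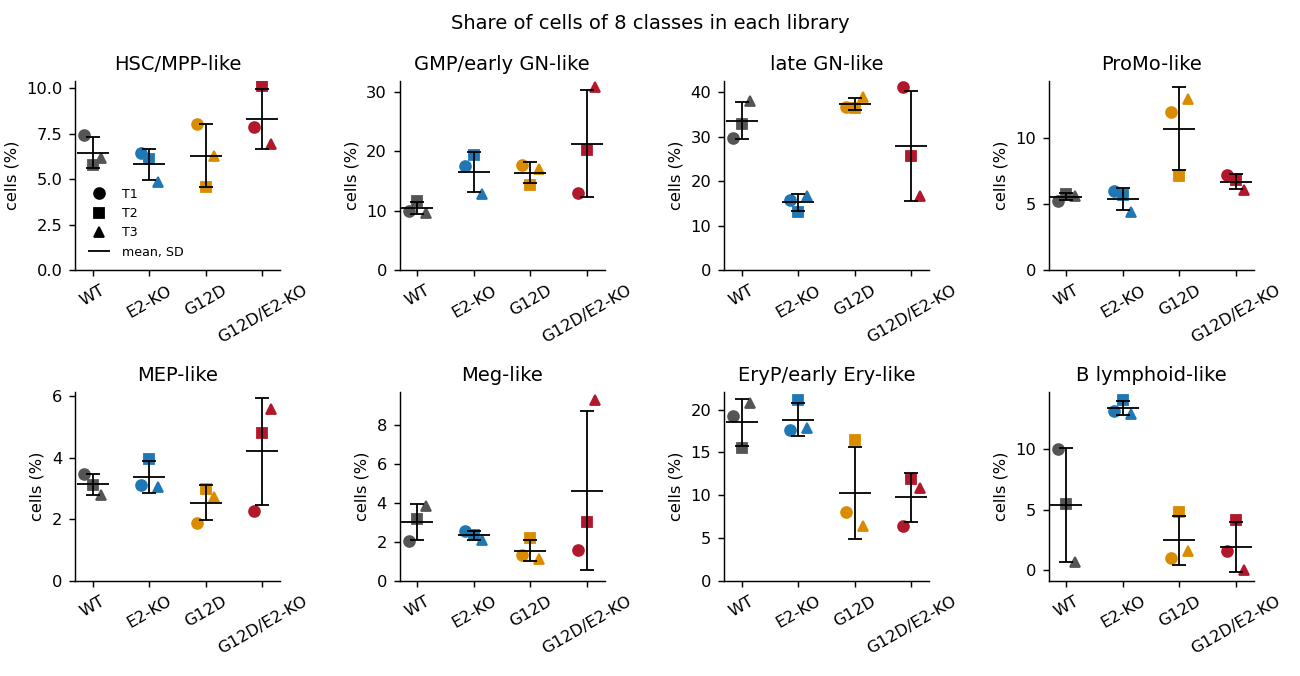
Percent of cells in each class per library, by genotype, with points for libraries and bars for the mean of 3 libraries. Late GN-like cells lie between 13.1% and 16.6% in E2-KO and between 29.7% and 37.9% in WT.

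Ratios between lineages were tested over pairs of libraries. The ratio of myeloid to erythroid cells was 1.86 ± 0.0813 in WT, 1.16 ± 0.236 in E2-KO, 4.69 ± 2.27 in G12D and 3.58 ± 0.421 in G12D/E2-KO. The G12D effect was a mean log2 difference of 1.43 ± 0.58, higher in 6 of 6 pairs (exact two-sided sign-flip p 0.03125, the smallest this test allows). No library could be left out without losing that threshold, since the smallest p over 5 pairs is 0.0625; the effect then ran from 1.32 to 1.64. The E2 effect was -0.49 (1 of 6 pairs higher, exact sign-flip p 0.09375). The ratio of Meg-like to erythroid cells was 0.113 ± 0.0286, 0.0734 ± 0.0165, 0.103 ± 0.0144 and 0.303 ± 0.276. In G12D/E2-KO it was 0.107, 0.183 and 0.619 at T1, T2 and T3, so the mean rests on T3. Its interaction was 1.79 ± 1.79, above 0 at 3 of 3 time points (exact sign-flip p 0.25, the smallest over 3). The ratio of GMP/early GN-like to late GN-like cells was 0.316 ± 0.0526, 1.12 ± 0.349, 0.441 ± 0.0448 and 0.985 ± 0.790, with an E2 effect of 1.30 ± 1.02 (5 of 6 pairs higher, exact sign-flip p 0.0625). Across the 9 tests of ratios, the G12D effect on the myeloid to erythroid ratio was the 1 test with an unadjusted p under 0.05.

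**Figure D3:**
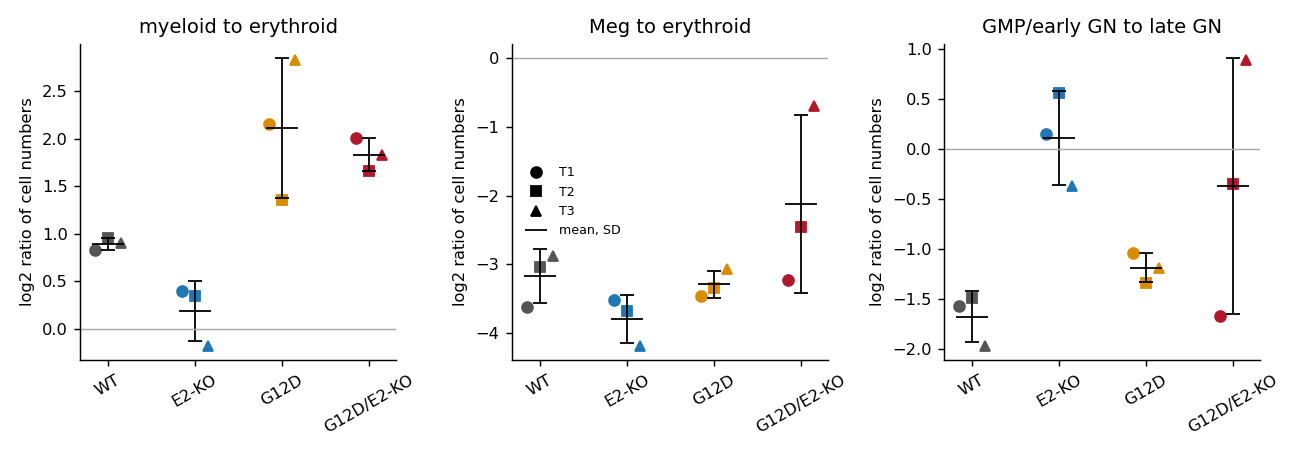
Log2 ratios of cell numbers between lineages in each library, by genotype and time point, with bars for the mean of 3 libraries. The myeloid to erythroid ratio of WT lies between 0.83 and 0.95 on the log2 scale, and that of G12D between 1.36 and 2.82.

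Gene expression over all cells was tested for each mutant against WT. Of 12848 genes, 204 passed the threshold in E2-KO (167 higher, 37 lower), 14 in G12D (11 higher, 3 lower) and 731 in G12D/E2-KO (479 higher, 252 lower). At an unadjusted p under 0.05 there were 2066, 1522 and 3362 genes. The time points serve as replicates, so genes that change in 1 direction early and the other late are not counted. DESeq2 gave 454, 147 and 1317 genes, which held 196, 14 and 696 of the genes called by edgeR. Apart from leaving out single libraries, the E2-KO count moved most with only the 2 genotypes compared (623), the G12D count with DESeq2, and the G12D/E2-KO count with Xist as a covariate (1422). Single libraries also moved the counts. The E2-KO count ran from 66 without WT T2 to 458 without G12D/E2-KO T3. The G12D count ran from 4 without WT T1 to 136 without G12D T2, and the G12D/E2-KO count from 91 without WT T3 to 1368 without G12D/E2-KO T3. With the cells as deposited the counts were 95, 8 and 440.

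In E2-KO the named genes with the largest increases were Pttg1, Gkap1, Gdpd3, Bmi1 and Hist3h2ba. Pttg1 (ENSMUSG00000020415; chromosome 11, 43420250 to 43426251, minus strand) rose by a log2 change of 2.43 (SE 0.20, adjusted p 0.000261), from 35.1 ± 5.24 CPM in WT to 192 ± 29.6 CPM, and stood at 139 ± 32.2 CPM in G12D and 160.5 ± 31.7 CPM in G12D/E2-KO. Bmi1 (ENSMUSG00000026739; chromosome 2, 18677018 to 18686629, plus strand), which encodes a Polycomb protein, rose by 1.96 (SE 0.12, adjusted p 5.06e-05), from 19.5 ± 2.31 to 76.4 ± 2.88 CPM. Bmi1 stood at 17.0 ± 2.27 CPM in G12D and 78.3 ± 13.1 CPM in G12D/E2-KO. Gkap1 (chromosome 13, 58233346 to 58275699, minus strand) rose by 2.29 (SE 0.21, adjusted p 0.000393), from 6.02 ± 1.67 to 29.9 ± 3.47 CPM. The increases of Gdpd3 and Hist3h2ba were 2.22 and 1.33 (adjusted p 0.00815 and 0.0460), and histone genes share reads with near-identical copies. The named genes with the largest decreases were Mmp8, Pirb, Arf5, Chil3 and Ezh2. Arf5 (chromosome 6, 28423560 to 28426602, plus strand) changed by -1.23 (SE 0.13, adjusted p 0.000746), from 406 ± 33.7 to 174 ± 10.1 CPM. Mmp8 changed by -3.28 (SE 0.47, adjusted p 0.0119), Pirb by -1.80 (adjusted p 0.0234) and Chil3 by -1.09 (adjusted p 0.00455). Within late GN-like cells the change of Mmp8 was -2.75 (SE 0.41, adjusted p 0.0116) and that of Chil3 -0.18 (SE 0.17, adjusted p 0.619). When each of the 12 libraries was left out in turn, Ezh2, Pttg1, Gkap1, Bmi1, Arf5 and Chil3 passed every time, Gdpd3 passed 11 times, Mmp8 10, Pirb 7 and Hist3h2ba 4.

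In G12D the named genes were Gdpd3, Pttg1, Cap1, Txndc12 and Selm. Cap1 (ENSMUSG00000028656; chromosome 4, 122859047 to 122886056, minus strand) rose by 1.85 (SE 0.13, adjusted p 0.000120), from 18.9 ± 2.72 CPM in WT to 66.1 ± 4.54 CPM, against 12.95 ± 2.00 CPM in E2-KO and 21.9 ± 1.84 CPM in G12D/E2-KO. Pttg1 rose by 2.02 (adjusted p 0.00210), Gdpd3 by 2.84 (adjusted p 0.0105) and Txndc12 by 0.94 (adjusted p 0.0375), and Selm changed by -2.17 (adjusted p 0.0231). Pttg1 and Cap1 passed with any library left out, Gdpd3 in 10 of 12, Selm in 6 and Txndc12 in 5. In G12D/E2-KO, Gdpd3 rose by 2.71 (adjusted p 0.00284), Pttg1 by 2.14 (adjusted p 0.000371) and Gkap1 by 1.95 (adjusted p 0.000955), and Emc9 changed by -1.72 (adjusted p 0.00619). These 4 and Ezh2 passed with any library left out. Gm7102 (log2 3.55, adjusted p 0.0471) passed in 1 of 12 and shares reads with near-identical copies. Gm1673 rose by 2.18, and Fam132a, Atp1b2 and Sphk1 changed by -1.54, -1.52 and -1.51 (adjusted p 0.0226, 0.0377, 0.0197 and 0.0239), and they passed in 8, 5, 9 and 8 of 12 with a library left out. Pttg1 and Gdpd3 were higher in all 3 mutants, but the 3 comparisons share the same WT libraries.

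The effect of Ezh2 loss was compared between backgrounds that share no library, E2-KO against WT and G12D/E2-KO against G12D. Over 5598 genes with an average log2 CPM of at least 4, the log2 changes had r = 0.42 across genes, which are not independent replicates. Of 36 such genes called in E2-KO against WT, 34 had the same sign in G12D/E2-KO against G12D and 14 were also called there, with a slope of 0.551. In that comparison 28 genes of these, and 175 of all genes tested, were called.

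The 15 genes that the study named were read from the same tests. In G12D/E2-KO 5 of them passed over all genes tested (DESeq2 10, unadjusted p under 0.05 12), and 11 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. In E2-KO 2 passed over all genes (DESeq2 4, unadjusted 4) and 4 adjusted over the list alone. In edgeR 0 passed in G12D (DESeq2 0, unadjusted 3) and 0 in the interaction (DESeq2 0, unadjusted 4), and 0 adjusted over the list alone in each. Hmga2 (ENSMUSG00000056758; chromosome 10, 120361275 to 120476469, minus strand) had 3.07 ± 3.11 CPM in WT, 6.91 ± 1.01 in E2-KO, 2.94 ± 1.68 in G12D and 14.7 ± 3.22 in G12D/E2-KO. Its change was 1.43 (SE 0.44, adjusted p 0.157) in E2-KO and 2.52 (SE 0.44, adjusted p 0.0167) in G12D/E2-KO. The WT value rests on 6.65 CPM at T1 against 1.27 and 1.28 CPM later. Leaving out 1 library gave 2.07 to 3.26 for G12D/E2-KO, the highest without WT T1, and the call was lost without WT T3 or G12D/E2-KO T2. Flt3 (chromosome 5, 147330741 to 147400489, minus strand) had 8.26 ± 2.48, 9.34 ± 1.71, 12.9 ± 6.59 and 18.5 ± 5.28 CPM. Its change was 0.66 (adjusted p 0.555) in G12D and 1.16 (SE 0.41, adjusted p 0.118) in G12D/E2-KO, where it passed in DESeq2, with only the 2 genotypes compared and without G12D T2, and had an adjusted p of up to 0.452 without G12D/E2-KO T2. Gem (chromosome 4, 11704457 to 11714752, plus strand) rose by 3.40 (SE 0.74, adjusted p 0.0406) in G12D/E2-KO, and the call held in 5 of 12 with a library left out. Its mean of 17.0 ± 19.9 CPM rests on 39.8 CPM at T3, and without that library the change was 2.43. Cpa3 (chromosome 3, 20215620 to 20242181, minus strand) changed by 1.14 (SE 0.30, adjusted p 0.0523) in G12D/E2-KO, and by 0.68 without G12D/E2-KO T3. It passed in DESeq2, without the replicate block, without G12D/E2-KO T1, with Xist as a covariate and with haemoglobin and late granulocyte genes left out, and the adjusted p rose to 0.256 without WT T3. Pdgfrb and Fabp5 passed in G12D/E2-KO (log2 1.28 and 0.80, adjusted p 0.0156 and 0.0233), in 9 and 8 of 12 with a library left out. Fabp5 also passed in E2-KO (log2 0.79, adjusted p 0.0394), in 4 of 12. The interactions of Hmga2, Flt3, Gem and Cpa3 were 0.94, 0.32, 0.96 and 0.46, each with an adjusted p of 1, and that of Gem was 0.06 without G12D/E2-KO T3.

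Changes within a class were set beside differences between classes of WT, the study's way of asking whether the mutants hold new cell states. In the 8 classes tested, the number of genes past the threshold ran from 12 to 281 for E2-KO (median 96.5), from 2 to 16 for G12D (median 11.5), from 25 to 412 for G12D/E2-KO (median 141) and from 1 to 8 for the interaction (median 5). Between 36 pairs of WT classes it ran from 652 to 8188 (median 3823), and with a WT library left out the median ran from 3052 to 3358.0 and the lowest from 325 (without WT T2) to 473. With all libraries the 3 lowest pairs involve baso/mast-like cells, which are not among the 8 classes, and among those 8 the lowest count was 1143 (Meg-like and MEP-like). Clusters were made from the same cells, and the pairs of classes come from the same libraries, so these numbers are descriptive. Over the classes 642 genes were called in E2-KO, 501 of them in 1 class, and Arf5, Ezh2 and Pttg1 in all 8. In G12D/E2-KO 1043 genes were called, 800.0 of them in 1 class, and Bmi1, Chchd7, Ezh2, Gdpd3 and Pttg1 in all 8. Arf5 and Chchd7 are named here because they were called in every class, which was seen in the data.

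**Figure D4:**
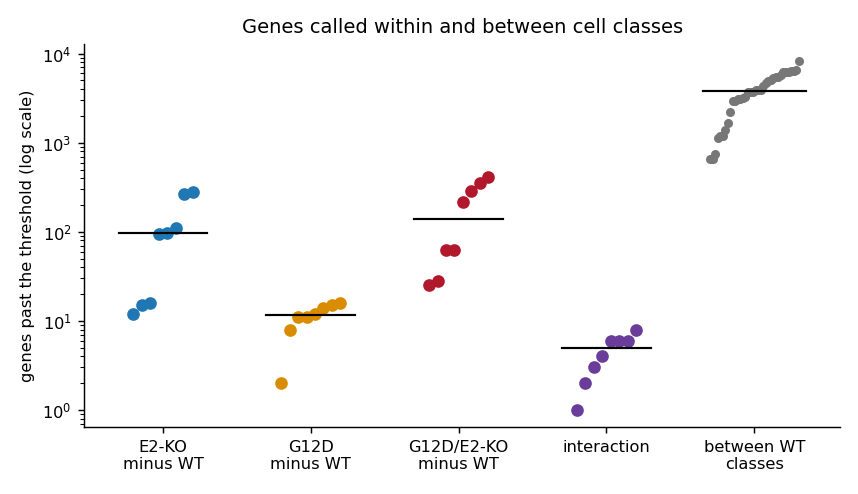
Number of genes past the threshold for each mutant against WT within 8 cell classes and between 36 pairs of WT classes, each point a class or a pair, on a log axis. With all libraries the highest number within a class is 412 and the lowest between WT classes is 652. The lowest falls to 325 without WT T2, in a pair with baso/mast-like cells.

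Within HSC/MPP-like cells 15 genes passed in E2-KO, 11 in G12D, 63 in G12D/E2-KO and 1 in the interaction, of 8041 tested. In G12D/E2-KO the named genes included Pttg1 (log2 1.75, adjusted p 3.67e-05), Mt1 (log2 1.59, adjusted p 0.00123), Gm2a (log2 -2.05, adjusted p 3.67e-05) and Vpreb1 (log2 -2.11, adjusted p 0.00258). Gdpd3 rose by 5.19 (adjusted p 0.00225) from 2.91 ± 3.06 CPM in WT to 109 ± 35.4 CPM. Tubb6 and Zyg11b rose by 1.67 and 1.45, and Acot1 and Irgm1 changed by -1.82 and -1.51 (adjusted p 0.0175, 0.0374, 0.0113 and 0.0140). Of the study's genes, Ezh2, Crip1, Pdgfrb and Fabp5 passed in G12D/E2-KO, at log2 changes of -1.79, 0.93, 1.15 and 0.89 (adjusted p 5.98e-06, 0.00313, 0.0389 and 0.0116). Gem rose by 3.92 (SE 0.98, adjusted p 0.210), Hmga2 by 1.70 (adjusted p 0.154), Flt3 by 0.68 (adjusted p 0.568) and Cpa3 by 0.78 (adjusted p 0.744). Counts here moved with single libraries: with 1 left out they ran from 6 to 41 in E2-KO, from 1 to 30 in G12D, from 16 to 136 in G12D/E2-KO and from 1 to 12 in the interaction.

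The study asked whether double mutant cells express stem cell and myeloid genes together. After thinning to 2000 UMIs, 0.629 ± 0.137% of WT cells, 0.614 ± 0.213% of E2-KO cells, 0.640 ± 0.278% of G12D cells and 1.29 ± 0.757% of G12D/E2-KO cells held a UMI of both Gcnt2 and Mpo. Without thinning the shares were 3.41%, 2.68%, 2.96% and 4.56%. In the erythroid classes, which should lack both genes, the thinned share was 0% of 2016, 2540, 1205 and 1430 cells, and the share without thinning was 0.446%, 0.652%, 0.166% and 0.607%. Mpo alone was found in 9.92%, 12.6%, 11.04% and 11.3% of the thinned erythroid cells and Gcnt2 in 0.0992%, 0.354%, 0.166% and 0.839%, so the joint share of 0% reflects the lack of Gcnt2, and a cell with Gcnt2 can still hold background Mpo. Median depths were 11086.5, 6623, 8960.0 and 6205 UMIs in erythroid cells and 5709, 5007, 5590.0 and 4899 in the other cells. In HSC/MPP-like and GMP/early GN-like cells alone the thinned shares were 2.33%, 1.36%, 1.42% and 2.42%. The double mutant was thus 1.04 times WT there, against 2.05 times over all cells. The ratio went the other way when at least 2 UMIs of the more abundant gene, Mpo, were required. The shares were then 0.197%, 0.325%, 0.271% and 0.764 ± 0.634%, with the double mutant at 3.87 times WT. The thinned share over all cells was 0.819, 0.693, 0.860 and 0.792 of the one expected if both genes were detected independently within each class. The E2 effect was 0.316 points and the G12D effect 0.342 points (exact sign-flip p 0.4375 and 0.375). With 1 library left out they ran from 0.104 to 0.436 points and from 0.0931 to 0.464 points. The thinned share over all cells of G12D/E2-KO was 0.591%, 1.18% and 2.09% at T1, T2 and T3. For Flt3 with Hmga2 the thinned shares were 0.128 ± 0.221%, 0.244 ± 0.121%, 0.0645 ± 0.0202% and 0.369 ± 0.354%, and without thinning 0.554%, 1.01%, 0.511% and 1.90%. The thinned WT share came from T1 alone (0.383%) and that of G12D/E2-KO mostly from T2 (0.263%, 0.765% and 0.0805% at T1, T2 and T3). The background in erythroid cells was 0% thinned and at most 0.0992% without thinning. The E2 effect was 0.211 points (exact sign-flip p 0.09375), and without thinning it was 0.923 points (exact sign-flip p 0.03125). For cells with at least 2 HSC/MPP genes and at least 2 GMP genes of fixed lists, the thinned shares were 3.59 ± 1.07%, 3.85 ± 0.751%, 3.16 ± 1.06% and 5.29 ± 1.36%, with an E2 effect of 1.19 points (5 of 6 pairs higher, exact sign-flip p 0.09375) and a G12D effect of 0.504 points (exact sign-flip p 0.59375). In erythroid cells the thinned shares for the lists were 0.149%, 0.315%, 0.083% and 0.210%. Without thinning the shares over all cells were 17.9%, 15.6%, 14.6% and 18.5%, against 17.7%, 11.3%, 15.4% and 11.4% in erythroid cells. Erythroid cells were deeper than the other cells in every genotype, so the erythroid shares without thinning are not a background at equal depth.

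Interaction scores compared the double mutant at each time point with the sum of the single mutants. Of 7083 genes, 122 passed the counting rule at T1 (78 above, 44 below), 238 at T2 (121 above, 117 below) and 193 at T3 (52 above, 141 below). The rule adds a size limit of 1 to the study's shuffled limits, without which T2 had 340 genes and T1 and T3 the same as before. In data simulated with no interaction and with the spread between libraries, 81.35, 82.05 and 77.45 genes passed on average over 20 runs, with ranges of 67 to 99, 68 to 96 and 67 to 91. With counting error alone fewer than 1 passed on average. In all, 16 genes passed in the same direction at all 3 time points. The 10 above were Ppbp, Pf4, Gp1bb, Itgb3, Plek, Selm, Tceanc2, Hist1h4i, Stfa1 and BC100530, and the 6 below were Pttg1, Gdpd3, Lyrm7, Apol11b, Gm7102 and Tpm3-rs7. The histone, stefin (Stfa1, BC100530), Gm7102 and Tpm3-rs7 values are uncertain, since near-identical copies share reads. Scores correlated across genes with r = 0.229 between T1 and T2, -0.0102 between T1 and T3 and -0.168 between T2 and T3. Each score rests on 1 library per genotype, so none was tested.

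**Figure D5:**
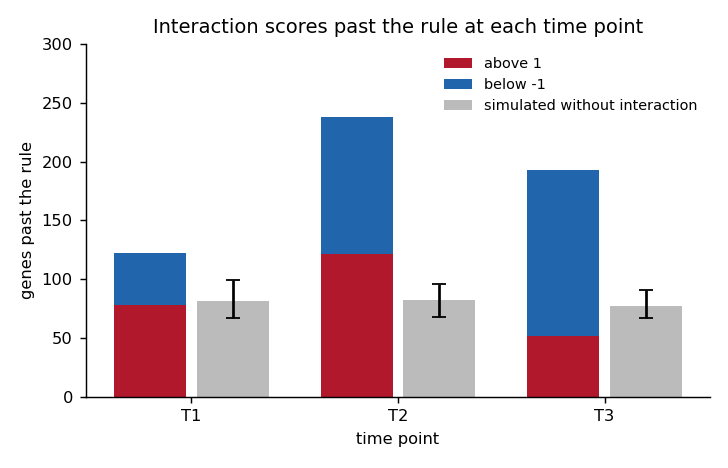
Number of genes past the interaction rule above and below additivity at T1, T2 and T3, beside the counts in 20 data sets simulated with no interaction. The counts are 122, 238 and 193, against a highest simulated count of 99.

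The interaction was then tested across time points over all cells. In edgeR 12 of 12848 genes passed (6 higher, 6 lower; 461 at an unadjusted p under 0.05), and DESeq2 gave 58, among them all 12. The count was 0 without WT T1, WT T2, E2-KO T2, G12D T1 or G12D T3 (578, 410, 504, 412 and 495 genes at an unadjusted p under 0.05 in edgeR) and 34 without G12D/E2-KO T1. It was also 0 with the cells as deposited (401 at an unadjusted p under 0.05). Selm (log2 2.77, SE 0.39, adjusted p 0.0459) was above additivity. Pttg1 (log2 -2.31, SE 0.27, adjusted p 0.0189) and Cap1 (log2 -1.13, SE 0.18, adjusted p 0.0469) were below. Selm had 17.96 ± 4.45, 19.8 ± 8.76, 3.796 ± 0.188 and 29.3 ± 3.58 CPM. With a library left out, Pttg1 passed in 6 of 12, Selm in 3 and Cap1 in 1.

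Gene sets fixed beforehand were tested in the interaction, since the study reported platelet genes above additivity and B cell and interferon genes below. All 23 platelet genes tested were above additivity, with a median log2 interaction of 2.28 (camera p 9.51e-70 in limma, 0.00173 with an estimated correlation, fry p 0.00691). Of these genes 21 passed adjusted over the list alone and 0 over all genes. The 19 B cell genes were all below, with a median of -1.94 (camera p 2.89e-18, 0.0508 with an estimated correlation, fry p 0.115). Of 25 interferon response genes 4 were above, with a median of -0.33 (camera p 0.0178, 0.593 with an estimated correlation, fry p 0.702). Of 16 haem and globin genes 2 were above, with a median of -0.63 (camera p 0.00695, 0.450 with an estimated correlation, fry p 0.584). The platelet call thus held under fry and under an estimated correlation, and the other 3 held only with the preset correlation. Against WT, 10 of 12 set tests passed in camera, 0 with an estimated correlation and 1 in fry, the platelet genes in G12D (fry p 0.0395). The median interaction scores of the platelet genes were 1.198, 2.05 and 2.30 at T1, T2 and T3, over 10 genes with enough counts. Those of 12 B cell genes were 0.17, -1.31 and -6.42, and those of 11 interferon response genes 1.29, 0.70 and -3.91. The median log2 level of the 10 platelet genes over the WT mean was -0.40, 0.64 and 1.91 in G12D/E2-KO at T1, T2 and T3. It was -0.64, -0.73 and -0.24 in E2-KO and -0.91, -0.76 and -0.33 in G12D. The platelet score at T1 thus rests on lower values in both single mutants, not on a rise in the double mutant.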

Values the study reported

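The study captured 2519 to 5998 cells per sample and 38,331 in total. After filtering, 7583 cells were kept from WT mice and 9428 from G12D/E2-KO mice. The single mutants gave 10,611 cells for G12D and 7975 for E2-KO. It grouped the WT cells into 32 clusters and merged these into 11 populations. It reported that Ezh2 expression was lower or absent in most cells of both genotypes with the deletion. It reported a higher HSC/MPP share with loss of EZH2, a shift from erythroid to myeloid cells with NRas activation, and a rise of the MEP share and of the ratio of megakaryocytic to erythroid cells from T1 to T3 in the double mutant. Flow cytometry of further mice gave more myeloid cells and megakaryocytic progenitors, and fewer erythroid cells, in the double mutant. In bulk RNA sequencing 2 weeks after pIpC, Hmga2 was higher in E2-KO, Flt3 in G12D, and both in the double mutant. Neither kind of data was analysed here. Cells that expressed Gcnt2 and Mpo together were 3.6% of WT and 6.4% of G12D/E2-KO cells. Cells that expressed Flt3 and Hmga2 together were 3.0-fold more frequent in the double mutant than in WT, and 1.6- and 1.8-fold more frequent than in E2-KO and G12D. The study found fewer genes changed within cell states than between them, and no cell cluster that was absent from WT. It reported platelet genes above additivity in the double mutant and B cell and interferon genes below.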

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

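The counts of other splits within cell classes, the search for genes in which 1 genotype stands apart, and the tests of B cell and interferon genes at T3 were chosen only after the results were seen. Each value in this part was singled out because the double mutant differed from the sum of the single mutants by a test of that difference.

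Over all cells 12 genes passed the threshold in the interaction. Chance cannot be excluded: 3 of 60 splits of the 12 libraries gave as many genes, the real one included, and the highest of the other splits gave 887. Within cell classes 4 of 30 splits gave at least as many genes as the real one. A candidate explanation that involves no cooperation is a line difference, in which animals of 1 genotype stand apart from all others. In 5 of the 12 genes the 3 libraries of 1 genotype were at least 2-fold away from the 9 others. In this design that pattern is itself an interaction, so its number among the called genes gives no support for a line difference. Lyrm7 and Pttg1 had WT apart, and Cap1, Gm12802 and Selm had G12D apart. With 1 line of mice per genotype, a line difference and the interaction cannot be told apart for these 5 genes.

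Pttg1 had an interaction of -2.31 and Cap1 one of -1.13. Pttg1 stood at 35.1 CPM in WT and at 139 to 192 CPM in the mutants, so its interaction restates that WT is low. Cap1 stood at 66.1 CPM in G12D and at 12.95 to 21.9 CPM elsewhere, and Selm (interaction 2.77) at 3.796 CPM in G12D and at 17.96 to 29.3 CPM elsewhere. Both are changes of the G12D animals that the double mutant did not show. The 5 genes with 1 genotype apart include all 3, and a strain or line difference may account for them.

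Platelet genes were above additivity with a camera p of 9.51e-70. Of 60 splits of the libraries 1, the real one, gave a p as small, which argues against chance within the limit of 60 splits. Its size cannot be taken at face value, since another split reached a camera p of 4.64e-44. The set was tested because the study had reported it on these same libraries, so it is not independent evidence. The explanation by a larger share of Meg-like cells was tested within Meg-like cells, where the median interaction of 21 platelet genes was 0.857 with 21 of 21 above 0 (camera p 4.83e-16, fry p 0.0476). A share alone would leave 0 there, so the share is not the whole cause. It accounts for part: the scores predicted from the class shares alone had medians of 0.111, 0.811 and 2.26 at T1, T2 and T3, against 1.198, 2.05 and 2.30 observed. That a change inside megakaryocytic cells adds to the larger share is a hypothesis found and tested on the same data. Within Meg-like cells the median change from WT was 0.26 in G12D/E2-KO, -0.34 in E2-KO and -0.42 in G12D, so most of that interaction comes from lower values in the single mutants. The Meg-like class could hold more mature cells in the double mutant, which was not tested. Platelet genes were also above additivity within late GN-like cells (8 of 9, camera p 1.26e-07, fry p 0.00201). The same held within EryP/early Ery-like cells (7 of 9, camera p 1.75e-06, fry p 0.0221). Within GMP/early GN-like cells 5 of 8 were above (camera p 0.0788, fry p 0.160). Background UMIs, as seen for Mpo in erythroid cells, were not removed, and those of platelet genes could follow the share of Meg-like cells. Whether the change belongs to megakaryocytic cells therefore stays open.

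B cell genes were below additivity with a camera p of 2.89e-18, but 4 of 60 splits gave a p as small, so chance is not excluded. The pattern is largest at T3, where 0.038% of the G12D/E2-KO cells were B lymphoid-like, which is 1 cell, against 12.954% in E2-KO, 1.61% in G12D and 0.670% in WT. The WT share was 10.043% at T1 and 5.52% at T2, so the low WT T3 library also pulls the score at T3 down. The low B cell genes at T3 are consistent with the few B lymphoid-like cells, and composition predicts medians of 0.123, -1.11 and -4.45. B cell genes were also below additivity within HSC/MPP-like cells (0 of 14 above, camera p 5.12e-11, fry p 0.110), EryP/early Ery-like cells (2 of 11, camera p 3.56e-06, fry p 0.187) and GMP/early GN-like cells (1 of 9, camera p 4.36e-06, fry p 0.174) over the time points. Background UMIs of B cell genes were not removed from these classes and could follow the B lymphoid-like share. Whether that share is the whole cause therefore stays open. Why the double mutant and WT libraries of T3 have so few was not tested.

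Interferon response genes had a camera p of 0.0178, and 44 of 60 splits gave a p as small. Haem and globin genes had a camera p of 0.00695, and 42 of 60 splits gave a p as small. Chance is therefore not excluded for either. At T3 the interferon genes were low in the double mutant, below all 11 other libraries in 7 of 8 cell classes, which argues against the share of the classes as the cause. Isg15 stood at 2.20 CPM in G12D/E2-KO T3 and at 28.3 CPM or more elsewhere. At T1 the same set was above additivity, so the median over time points hides opposite changes. Whether the animal, the disease stage or handling is the cause was not tested, since each is 1 library.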

How the results depend on the processing

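The cells as deposited, WT cells mapped onto the other WT libraries, a single UMI minimum, each WT library left out between classes and co-detection without pairing were chosen after seeing the data; the other alternatives were planned. The cause of a difference was not tested unless a sentence below names it.

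The log2 change of Ezh2 kept its direction and its side of the threshold in E2-KO and G12D/E2-KO under every alternative tried. The platelet genes did so in the interaction, and the median between pairs of WT classes (3052 or more) stayed above the highest count within a class, 1025 in EryP/early Ery-like cells without a filter. Counts of genes over all cells moved with the tool and with the libraries fitted together. DESeq2 gave 454 genes for E2-KO, 147 for G12D, 1317 for G12D/E2-KO and 58 for the interaction. It also shifted the share of higher genes to 63.9%, 55.8% and 62.1% for E2-KO, G12D and the interaction, from 81.9%, 78.6% and 6 of 12. With only the 2 genotypes compared there were 623, 24 and 379 genes, with 57.8% and 62.5% of the E2-KO and G12D genes higher. Xist as a covariate gave 453, 31 and 1422 genes, with 63.1% and 64.5% higher for E2-KO and G12D. Without a filter G12D had 27 genes (63.0% higher) and the interaction 22 (63.6% higher). Without the replicate block the interaction had 5 genes, and the other counts were 190, 11 and 608. Equal cells and UMIs gave 5 genes for the interaction, with fewer UMIs by construction. The cells as deposited gave 95, 8, 440 and 0 genes (edgeR; 401 at an unadjusted p under 0.05 for the interaction). There the G12D T1 library is by construction a mixture with double mutant cells. With 1 library left out, counts ran from 66 to 458 for E2-KO, from 4 to 136 for G12D, from 91 to 1368 for G12D/E2-KO and from 0 to 34 for the interaction. A genotype then keeps 2 libraries, which are assumed to vary like the others.

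Within HSC/MPP-like cells no filter gave 68, 55, 204 and 13 genes for E2-KO, G12D, the double mutant and the interaction. Without the replicate block G12D had 6 and the double mutant 21. DESeq2 gave 34 for the double mutant and 2 for the interaction, equal cells 28 and 4, and labels from joint clustering 25 for E2-KO and 3 for the interaction. The cells as deposited gave 41 for the double mutant. With 1 library left out the counts ran from 6 to 41, from 1 to 30, from 16 to 136 and from 1 to 12. Summed over the 8 classes, no filter gave 2086, 571, 3333 and 300 calls, against 892, 89, 1454 and 36. No replicate block gave 849 for the double mutant and 18 for the interaction, DESeq2 61 for the interaction, equal cells 489 for E2-KO and 752 for the double mutant, and the cells as deposited 59 for G12D.

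For the classes, joint clustering let 2 pass for the E2 effect and 5 for the G12D effect, and with 1 library left out 0 to 2 passed for the G12D effect. The E2 effect on the HSC/MPP share was -0.0275 when cells were thinned to 1000 UMIs before mapping, and the E2 effect on the Meg to erythroid ratio was then -0.017. The G12D effect on the GMP/early GN to late GN ratio, 0.00 as reported, was -0.15 under joint clustering, -0.0232 with the majority of 15 neighbours, -0.11 at resolution 1 and -0.0479 with the cells as deposited. With 1 library left out it ran from -0.25 to 0.37. The E2 effect on the Meg to erythroid ratio then ran from -0.15 to 0.59, and the G12D effect on the myeloid to erythroid ratio from 1.32 to 1.64. The last no longer passed, because 5 pairs allow no exact p under 0.0625. Without the replicate block, in an exact permutation of the 12 libraries, the E2 effect on the GMP/early GN to late GN ratio was 1.30 with p 0.01299.

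In the co-detection of Flt3 and Hmga2 the E2 effect was 0.923 points without thinning (exact sign-flip p 0.03125), where the share also depends on depth. Outside the erythroid classes the median depth was lower with Ezh2 deleted (5007 against 5709 and 4899 against 5590 UMIs). At T1 the libraries with Ezh2 deleted were the deeper ones (median 6543 against 5514 and 6275.5 against 6067.5 UMIs). Depth was not tested as a cause of this effect. The G12D effect was -0.0547 points in HSC/MPP-like and GMP-like cells alone and ran from -0.0682 to 0.0993 with 1 library left out. For the gene lists in those cells the E2 effect was -0.947 points and the G12D effect -2.12 points. The G12D effect for the lists was -0.217 points without thinning and ran from -0.0905 to 0.848 with 1 library left out.

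The number of genes past the interaction rule was 101 at T2 with a pseudocount of 10 CPM. A limit of 1 CPM in place of 10 gave 226, 495 and 385 genes at T1, T2 and T3, and one of 50 CPM gave 40, 67 and 60, by construction over more or fewer genes. HSC/MPP-like cells alone gave 191 at T1 and 345 at T3, and the cells as deposited 65 at T1. For the gene sets, p for the B cell genes was 0.0508 with an estimated correlation and 0.115 in fry. It was 0.593 and 0.702 for the interferon response genes and 0.450 and 0.584 for the haem and globin genes. Of the tests against WT, 0 passed with an estimated correlation (camera in limma, 10 with the preset one) and 1 in fry. With 1 library left out the camera p ran from 2.39e-07 to 0.1615 for the interferon response genes and from 3.60e-08 to 0.322 for the haem and globin genes.

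For 38 named genes, 332 of the values under other settings kept direction and side of the threshold, 32 were no longer past it and 6 became so. Leaving out libraries gave 332, 119 and 2. The Cpa3 interaction was -0.0294 with Xist as a covariate and ran from -0.0135 to 0.78 with 1 library left out, and the Flt3 interaction from -0.21 to 0.66.

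The use of the time point as a block was checked on the profiles. Of 18 pairs of libraries from the same time point 11 had a correlation above 0.1 across 7083 genes after the genotype means were removed, with a lowest value of -0.270, a median of 0.188 and a highest of 0.497. Depth limits the small classes most. In simulated data 64.3% of changed genes were recovered in the interaction within Meg-like, 68.5% within late Ery-like, 69.1% within MEP-like and 73.5% within HSC/MPP-like cells, against 92.0% over all cells.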

Other observations

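The likeness test between other pairs of libraries, the search for genes that are on or off in all classes, the comparison of Xist among the double mutant libraries, and the tests of interferon and B cell genes at T3 were chosen only after the result was seen.

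The share of Gcnt2 and Mpo co-detection thinned to 2000 UMIs was 0.629% in WT and 1.29% in G12D/E2-KO, lower than the values quoted from the study above. Without thinning the means over time points were 3.41% and 4.56%, and the T3 libraries, the highest of each genotype, had 3.64% and 6.42%, close to the values quoted. For Flt3 and Hmga2 the thinned share in G12D/E2-KO was 2.89 times that in WT, 1.51 times that in E2-KO and 5.73 times that in G12D. The last is higher than the value quoted from the study above. Single libraries decide these ratios, since the WT share came from T1 alone (0.383%) and that of G12D/E2-KO mostly from T2 (0.765%). Without thinning the shares were 0.554%, 1.01%, 0.511% and 1.90%, which is 3.43 times WT and brings the double mutant nearer to G12D. With the cells as deposited, where the G12D T1 table also holds cells of the double mutant, the thinned share in G12D was 0.135% in place of 0.0645%, which takes up part of that gap.

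The cells found in both T1 tables were weighed as chance and as a mixed table. Cells of 1 type could look alike by chance, but the highest similarity in the other 65 pairs of libraries was 0.8561, below the lowest of a matched cell (0.9102), which argues against it. If the matched cells came from the double mutant library, their Ezh2 should be at its level, and it was 20.875 CPM against 20.7 CPM in G12D/E2-KO T1 and 86.3 CPM in the other cells of G12D T1. Tpm3-rs7, at 14.6 CPM in the matched cells and 123 CPM in the others, showed the same split. The values are in line with a G12D T1 table that holds the double mutant's cells beside its own. At which step this arose cannot be read from the counts. It bears on any G12D value at T1 that used all 5648 cells.

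Some genes were on in some libraries and off in others in every class tested. With at least 2 libraries on each side there were 4 such genes, and their splits crossed genotypes and time points. Gm7102 was on in 8 libraries and off in WT and in G12D/E2-KO T3. Tpm3-rs7 was on in E2-KO T1 and T2 and in the 3 G12D libraries. Hmga1 was off in E2-KO T3, G12D/E2-KO T1 and G12D/E2-KO T3. A strain variant against the reference, carried by some animals, is a candidate explanation for such genes, and reads shared with near-identical copies stay open for Gm7102 and Tpm3-rs7. In a single library Trnp1 stood at 67.1 CPM in G12D/E2-KO T3 against at most 0.180 CPM elsewhere. Strain DNA beside the targeted locus was tested for the E2-KO calls: 6 of 195 genes tested within 25 Mb of Ezh2 were called, 3.08% against 1.57% of the 12225 genes further away or on other chromosomes (Fisher's exact p 0.134). So it could account for at most a few of the calls, and Arf5 is among the 6.

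For the comparisons with WT the 10 splits of 3 against 3 libraries cannot give a share under 0.1, so the number of splits by itself cannot exclude chance, whatever the data. Over all cells 1 of 10 splits, the real one, gave a count as large for E2-KO, 1 of 10 for G12D and 1 of 10 for G12D/E2-KO, and the highest counts of the other 9 splits were 0, 0 and 3, against 204, 14 and 731. Counts simulated with nothing changed gave 2, 0 and 0 calls in edgeR. Summed over cell classes the real split was also the 1 of 10 with the largest count in each mutant, with at most 8, 3 and 62 calls in the other splits against 892, 89 and 1454. Of these 62 calls, 55 came from Meg-like cells, where the real split of G12D/E2-KO and WT gave 25. That other split put WT T1 with G12D/E2-KO T2 and T3, so the real grouping did not lead within Meg-like cells.

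The G12D/E2-KO T3 library differed from the other double mutant libraries in several ways. It came from an animal of the other sex than the other T3 libraries. For the 40 genes raised in it over T1 and T2 of the same genotype, sex is argued against, since Xist was at most 0.314 CPM in all 3 double mutant libraries. Joint clustering gave a cluster of 239 cells that were all from this library (9.13% of it), with Trnp1, Sapcd1, Mt2, Csrp3 and Gata2 among its leading genes. Their nearest WT cells were EryP/early Ery-like in 60.3% and MEP-like in 36.4%. Doublets of 2 cell types should hold more UMIs than either type, and the median was 7680.0 UMIs, below 8661 in other EryP/early Ery-like cells of the library but above 3837 in MEP-like, 4877 in Meg-like and 5840.0 in GMP/early GN-like cells. A difference of the whole library should raise the 10 leading genes in granulocytic cells as well, and their median change there was 0.14733, against 1.26 for the cluster over MEP-like and EryP/early Ery-like cells of T1 and T2. These genes were chosen for the cluster, Trnp1 and Gata2 were raised by 0.74 and 0.71 in granulocytic cells too, and Trnp1 was on in all 5 classes tested. Doublets and a difference of the whole library therefore cannot be told apart from a state of these cells. The cluster is a single library, so a property of that animal and a state of the disease both stay open, and no biological cause was tested. The report's comparisons by nearest WT cell cannot show such cells.

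Cdkn2a was low in this library. It stood at 6.87, 3.66 and 0.389 CPM in G12D/E2-KO at T1, T2 and T3, at 6.11, 9.09 and 12.6 CPM in E2-KO and at no more than 0.119 CPM in WT. In 3 classes 93 UMIs were found at T1. At the T1 level within these classes 25.575 UMIs would be found at T3, and 5 were. Fewer UMIs from these classes could thus account for part of the fall. Their share is argued against as the whole cause. Loss of the gene or its silencing in the animal's cells could explain the rest. Neither was tested, and each level rests on 1 library. The interferon genes were low at T3 in 7 of 8 classes and the B lymphoid-like share was 0.038%, as described for the interaction.

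Ezh2 UMIs that remain after the deletion might come from cells that kept both alleles. Such cells should often hold 2 or more UMIs, as in WT, where 16.3% of cells with an Ezh2 UMI did. In E2-KO it was 7.5922% (95% exact binomial interval 5.35 to 10.4, counting error only), against 5.77% if every cell were reduced alike, and in G12D/E2-KO 2.76%. The values argue against cells with both alleles as the whole source. UMIs from the remaining part of the transcript or free RNA stay open.

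Hmga2 was higher at T1 in WT and G12D than later. A response to pIpC is a candidate explanation, tested by the interferon response genes in WT, whose median was 0.33 (0.32652) higher at T1 than later with 10 of 11 higher. In G12D it was -0.29 with 0 of 11 higher, in E2-KO -0.00531 with 5 of 11, and in G12D/E2-KO 2.39 with 11 of 11, where Hmga2 was not highest at T1 (14.0, 18.2 and 11.8 CPM at T1, T2 and T3). Because the genotypes differ in 1 library each, a response to pIpC cannot be told apart from animal differences. For the counts of genes past the interaction rule, cell composition predicted 94 of 553 calls (16.998%) with a score larger than 1 in the same direction. Without a limit on size, the predicted score had the same sign in 86.9%, 92.9% and 82.4% of the calls at T1, T2 and T3. The prediction uses class profiles of WT, and finer changes inside classes are not in it, so the part due to composition cannot be told apart from the rest.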
